A study of Rattus norvegicus with 325 samples. Its data were reported in "Age-related gene expression signatures from limb skeletal muscles and the diaphragm in mice and rats reveal common and species-specific changes" (2023).

How the data were processed

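The data are bulk RNA sequencing libraries of 4 skeletal muscles, the soleus, diaphragm, tibialis anterior and gastrocnemius, of male Sprague Dawley rats at 7 ages, 325 libraries in all. For each library the authors deposited raw counts per gene, with no normalization applied by them. According to the sources used here, tissue was kept in RNAlater, total RNA was extracted, its integrity was checked, ribosomal RNA was removed, and strand-specific libraries were sequenced as read pairs. The authors obtained the counts with the ArrayStudio pipeline, whose version is not stated in the sources used here, on an older rat genome reference with an in-house gene model built on RefSeq. The tissues of one age group were collected on one day, and the groups were collected over several months, so age and day of collection cannot be separated in any comparison made here. The animal behind each library is not given in the labels.

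Every file held 17870 gene lines with whole numbers and a total that differed between libraries. They covered 17315 distinct symbols. A further check found 494 symbols on more than 1 line, 1049 lines with 2.34% of all counts, and 218 of these symbols had identical counts on their lines in every library, so reads of near-identical copies look shared between lines. Lines of 1 symbol were summed. Of the distinct symbols, 1032 were at 0 in every library. The reference gene table at hand belongs to a later rat genome build than the one the authors used. It was used for names only, and 14810 symbols matched a current name and another 2114 a listed synonym. No coordinates are therefore given.

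Groups were read from the sample labels (muscle and age in months), with 9 to 13 libraries in each of the groups. Genes were kept with filterByExpr by age group (minimum count 10, minimum total count 15) in each muscle, counts were scaled by trimmed mean of M values (TMM) in edgeR 4.0.16, and limma-voom (limma 3.58.1, R 4.3.3) was fitted with all ages of a muscle. Each age was compared with 6 months, two-sided. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within the comparison and a change over 1.5-fold. The stated methods name a Bonferroni adjustment and the results text another threshold, and so Bonferroni was run as an alternative. Levels are log2 CPM (counts scaled to a common library total) with a prior count of 0.5, and for genes with few counts at 6 months the fitted change depends on that prior count.

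A gene called at any age was classed by null, linear and logistic models of its log2 CPM on age in months. By the Bayesian information criterion (BIC), a trend was taken when its value lay over 6 below the one without a trend, and the logistic form when it lay over 2 below the linear form. Inflection ages were searched in steps of 0.25 months from 6 to 27 months with Hill exponents from 1 to 64. Inflections before 12 months were early, from 12 to 21 months mid, and after 21 months late. A gene with both a call and a trend is named age-related. In the versions with a covariate, the covariate entered the tests but not the trend step.

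Differences between muscles in the change from 6 to 27 months were tested as interaction contrasts in limma-voom for each muscle pair. Sharing is the percent of all age-related genes that were age-related in the same direction in 2 or more muscles. The 3 gene sets, written from general knowledge before the data were examined (oxidative phosphorylation, interferon response and extracellular matrix), were tested among the age-related genes of 1 direction with a one-sided Fisher's exact test, with all genes tested in the muscle as background and Bonferroni over 12 tests at 0.01. Of the set genes, 77 of 77, 67 of 74 and 53 of 64 were listed in the files. Lists of T cell, B cell, macrophage, red cell, adipocyte, Schwann cell, slow fibre and fast fibre genes were also fixed then, while lists of liver transcripts and clock genes were drawn up after the data had been seen. A list score is the mean log2 CPM of the list genes of a library, compared between 27 and 6 months with a two-sided permutation test (100000 resamples), with Benjamini-Hochberg adjustment over 48 tests.

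Named genes were fixed by rule before the data were examined. The rule takes the genes of 3 panels (denervation, atrophy and regulators), the 3 largest rises and 3 largest falls at 27 months among the age-related genes of each muscle with a mean log2 CPM over 0, the gene with the largest difference for each muscle pair, the 5 genes age-related in all 4 muscles with the largest mean change, and genes that check the labels (Myh7, Myh4 and Y-linked genes). Xist was not analysed here.

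The leading axis of the spread between libraries of 1 age was computed in each muscle as the first principal component of log2 CPM after removal of age means, over genes above a mean log2 CPM of 2. To keep a muscle's own libraries out of its score, the component of the gastrocnemius scored the other muscles, and that of the diaphragm scored the gastrocnemius. These scores are called the library axis. Correlations of the scores within ages have permutation p-values.

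Planned before the data were examined were versions with edgeR quasi-likelihood tests, DESeq2 1.42.0 Wald tests, size factors of the DESeq2 kind (RLE), no filter on low counts, Bonferroni adjustment, sample quality weights, counts thinned to a common total of 17.6 M counts, the 9 lowest-numbered replicates of each group, the replicate number as a block, only the 2 ages compared, a 2-fold threshold, a BIC limit of 10, no 12-month libraries, and the set tests camera (correlation preset at 0.01 or estimated) and fry. After the data had been seen, total-count scaling, the axis score or a clock gene score as a covariate, and fits without 1 of 5 single libraries were added. The ages of the libraries were also relabelled at random within each muscle to give 100 groupings with the real one.

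The comparisons of ages were tested on simulated data made from the soleus counts with 200 genes changed 2-fold. For 27 against 6 months, limma-voom called 97% of these genes and 3 of the unchanged ones, and 97.5% were age-related in the simulated direction. For the interaction of soleus and tibialis anterior it called 94% of the changed genes and 2 unchanged ones. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The totals per library were 17.6 to 85.3 M counts, and the median standard error at 27 months was 0.076 to 0.095 on the log2 scale. Muscle weights and values in supplementary files were left out, since only the count files were analysed.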

Results

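RNA was sequenced from 325 libraries of male Sprague Dawley rats, an outbred laboratory strain, and counted per gene. The 4 muscles were sampled at 7 ages. The diaphragm is the main breathing muscle, the soleus a slow muscle of the hind limb, and the gastrocnemius and tibialis anterior are largely fast muscles of the hind limb. There were 83 diaphragm, 73 gastrocnemius, 84 soleus and 85 tibialis anterior libraries. The ages ran from 6 to 27 months, with 9, 12, 18, 21 and 24 months between them. Each group of 1 muscle and 1 age held 12 libraries, except for 11 in the diaphragm at 9 months, 13 in the tibialis anterior at 21 months, and the gastrocnemius, which had 10, 12, 11, 11, 9, 9 and 11 libraries in order of age. The replicate numbers in the labels do not say which libraries came from 1 animal. The tissues of each age were collected on 1 day, so every difference between ages reported here is also a difference between collection days.

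The libraries held 17.6 to 85.3 M counts, with a median of 31.9 M. The medians were 27.9 M in the diaphragm (range 18.1 to 66.5), 35.0 M in the gastrocnemius (19.4 to 85.3), 30.1 M in the soleus (17.6 to 47.4) and 36.3 M in the tibialis anterior (19.2 to 66.1). The 10 most abundant genes of a library took a median of 17.7% of its counts in the diaphragm, 25.8% in the gastrocnemius, 19.7% in the soleus and 27.5% in the tibialis anterior. Ribosomal RNA genes took a median of 1.96% in the gastrocnemius, against 0.257% in the diaphragm, 0.266% in the soleus and 0.391% in the tibialis anterior. Myosin genes set the muscles apart. Myh7, the slow myosin gene, had a median of 52040 CPM (counts scaled to a common library total) in the soleus and 1851 in the tibialis anterior, while Myh4, a fast myosin gene, had 15.4 in the soleus and 65370 in the tibialis anterior. The Y-linked gene Eif2s3y had medians of 66.5 in the diaphragm, 47.7 in the gastrocnemius, 77.7 in the soleus and 53.5 in the tibialis anterior. Ddx3y, another Y-linked gene, had medians of 0.0452, 0, 0 and 0, while a gene listed as Ddx3 had 114, 100.2, 106 and 125.

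To ask when expression departs from that of young adult muscle, each age was compared with 6 months in limma-voom (adjusted p under 0.05 and a change over 1.5-fold). At 27 months 905 of 12035 genes tested were called in the diaphragm, 393 higher and 512 lower. In the gastrocnemius 2708 of 11865 were called, 1787 higher and 921 lower. In the soleus the count was 1825 of 12175, with 1121 higher and 704 lower, and in the tibialis anterior it was 3245 of 11754, with 2026 higher and 1219 lower. At 9 months the counts were 13, 17, 15 and 1 in the same order, and at 12 months 64, 105, 43 and 23. The gene called in the tibialis anterior at 9 months was Myo5a, which rose by 0.93 on the log2 scale (SE 0.18, adjusted p = 0.0282) and was named after its value was seen. At 18 months 271, 513, 346 and 641 genes were called, at 21 months 202, 689, 318 and 760, and at 24 months 323, 2232, 792 and 1700. Of the genes called at 27 months 248, 1068, 791 and 1470 were past 2-fold (diaphragm, gastrocnemius, soleus, then tibialis anterior). Among the alternatives that kept the 1.5-fold threshold, the one that moved the 27-month counts by the most genes was total-count scaling in the gastrocnemius (3632) and the tibialis anterior (4065) and Bonferroni adjustment in the diaphragm (538) and the soleus (1083). Total-count scaling shifted the median change of all genes at 27 months by 0.28 in the gastrocnemius, 0.15 in the soleus and 0.32 in the tibialis anterior, and by 0.04 in the diaphragm. With it the higher genes made up 90.0% of the calls in the gastrocnemius instead of 66.0%, 77.7% in the soleus instead of 61.4%, and 89.1% in the tibialis anterior instead of 62.4%. In the diaphragm they went from 43.4% to 50.97%, so there the scaling decides whether more calls are higher or lower. The count at 9 months in the soleus was 146 with edgeR and 155 with DESeq2. Apart from the replicate numbers, each sample description holds a running number, and these numbers form 3 series. The first holds all gastrocnemius libraries and no others. The libraries of the other muscles are in the second, except that their 12-month libraries and 1 library of each at 21 months are in the third. For these muscles the 12-month comparison cannot be separated from the third series, and no comparison of the gastrocnemius with another muscle can be separated from the first.

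**Figure D1:**
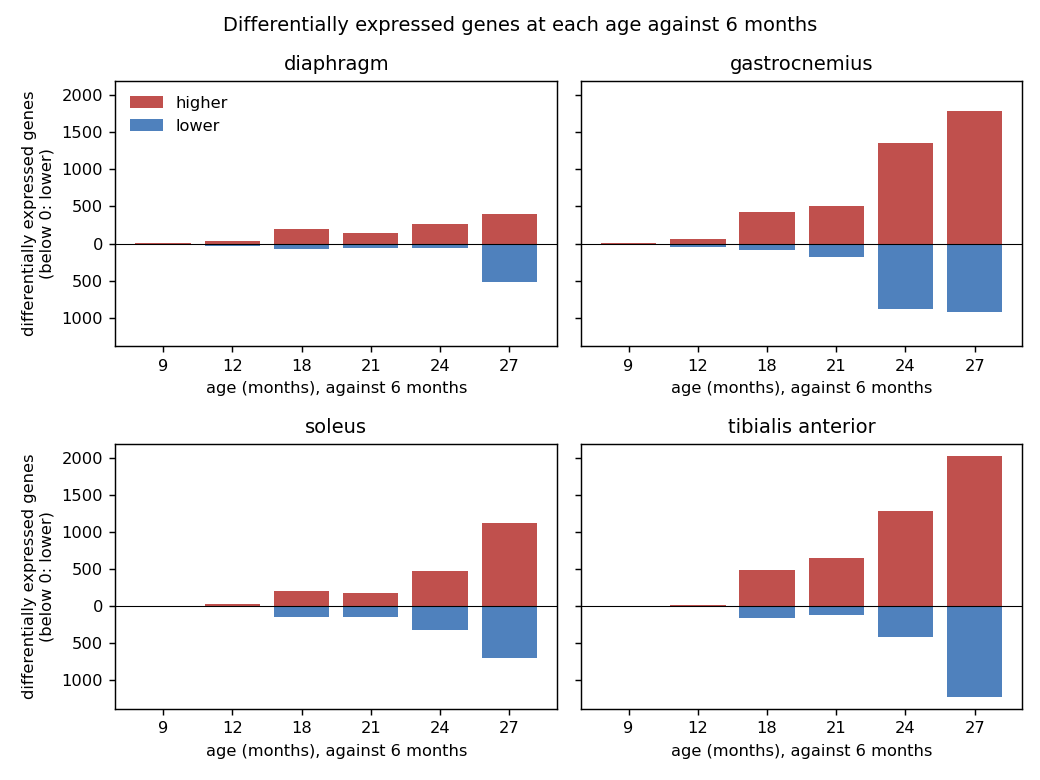
Number of genes called at each age against 6 months (x axis, age in months) in the 4 muscles, with bars above 0 for genes higher and bars below 0 for genes lower than at 6 months. At 27 months the bars reach 2026 higher and 1219 lower genes in the tibialis anterior and 393 higher and 512 lower in the diaphragm.

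The called genes of 27 months had a median absolute change of 0.80 on the log2 scale in the diaphragm, 0.89 in the gastrocnemius, 0.92 in the soleus and 0.95 in the tibialis anterior, and the median standard errors over all genes tested were 0.076, 0.095, 0.083 and 0.076. Changes over 4-fold were seen for 35, 230, 241 and 358 genes. The rises and falls named next are the largest among the age-related genes, defined below, with a mean log2 CPM over 0. Larger called falls lie outside this ranking, such as that of Alb in the soleus (-3.89). The largest rises in the diaphragm were those of Ciart (3.86, SE 0.81, adjusted p = 5.6e-05), Chrng (3.68, SE 0.52, adjusted p = 1.6e-08) and Dbp (2.49), and the largest falls those of Arntl (-2.65), Pnpla3 (-1.99) and Tfrc (-1.88). Ciart, Dbp and Arntl are circadian clock genes, and with a score of clock genes as a covariate their changes were -0.26, 0.10 and -0.34, although the score holds these 3 genes and lowers their changes by construction. In the gastrocnemius Chrng (5.71) and Sln (5.53) were among the largest rises, and Sema7a (-2.74), Unc5a (-2.68) and Cish (-2.68) fell most. For Cish 1 of the 10 libraries of 6 months stood apart (1.46 log2 CPM, the lowest of the others 4.28), and without it the change was -3.13. In the soleus the rises were led by Klk1c7 (7.23, SE 1.65), Pvalb (6.12, SE 1.34) and Cdkn1a (4.76), and the falls by Bdh1 (-2.78), Cacna1e (-2.29) and G0s2 (-2.25). In the tibialis anterior Chrng (7.16) and Sln (6.58) were among the largest rises, and Adgrb2 (-3.77, SE 1.19), Ubxn10 (-3.28) and Unc5a (-3.15) fell most. Ciart in the diaphragm, Cish, Adgrb2 and the soleus rises of Klk1c7 and Pvalb did not pass a Bonferroni adjustment. Klk1c7 belongs to a family of close paralogs, and the size of rises from a level near 0 counts depends on the prior count of 0.5.

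A gene was taken as age-related when it was called at any age and followed a trend over the 7 ages. This held for 808 genes in the diaphragm (362 rising, 446 falling), 2772 in the gastrocnemius (1711 rising, 1061 falling), 1540 in the soleus (911 rising, 629 falling) and 3141 in the tibialis anterior (1921 rising, 1220 falling), or 6.71%, 23.4%, 12.6% and 26.7% of the genes tested. The alternative that moved these counts most was a 2-fold threshold (233, 1115, 633 and 1474). A linear trend was chosen for 407, 1587, 665 and 1280 of these genes in the same order, an inflection before 12 months for 28, 47, 42 and 29, one from 12 to 21 months for 4, 130, 33 and 80, and one after 21 months for 369, 1008, 800 and 1752. The 4 mid genes of the diaphragm were Llgl2, which rose, and Fhl3, Lrrn2 and Sbk2, which fell, and were named after their values were seen. Without replicate 11 of the 21-month diaphragm libraries Llgl2 was not in this class. In the diaphragm 304 of the late genes fell and 65 rose. Late genes fell in 539 cases in the gastrocnemius, 377 in the soleus and 849 in the tibialis anterior. Of the linear genes, 274, 1097, 447 and 931 rose.

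**Figure D2:**
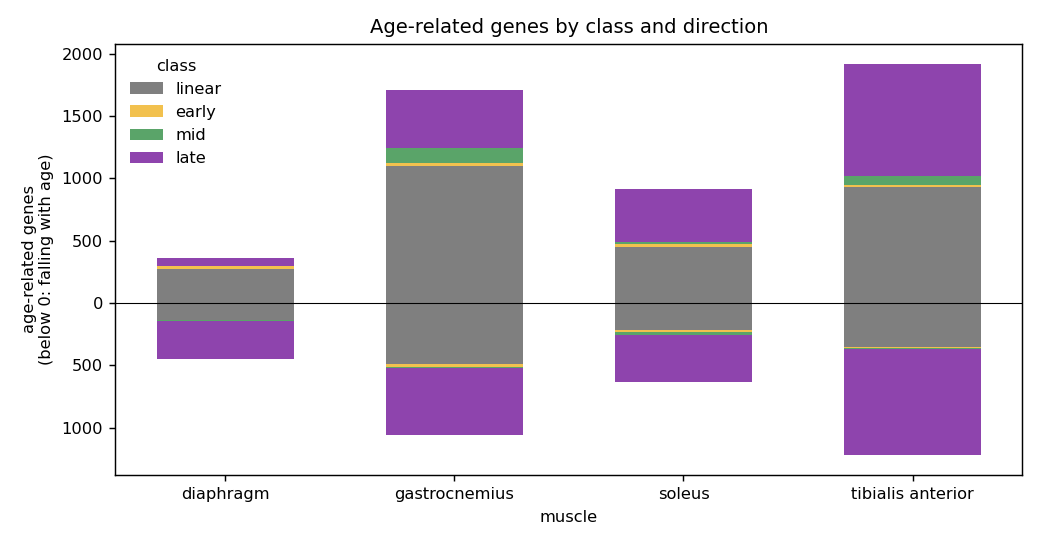
Number of age-related genes in each muscle (x axis) stacked by trend class, with rising genes above 0 and falling genes below 0. Linear and late genes fill most of each bar, and in the diaphragm 304 of the falling genes are late.

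Genes of denervation, chosen to ask whether muscles lose contact with their nerves as rats age, rose in all 4 muscles at 27 months. Chrnd, which encodes an acetylcholine receptor subunit, went from 2.56 ± 0.13 log2 CPM (SD, n = 12) to 7.39 ± 0.61 (SD, n = 12) in the tibialis anterior, from 3.21 ± 0.22 (n = 10) to 6.55 ± 0.41 (n = 11) in the gastrocnemius, from 5.53 ± 0.18 (n = 12) to 7.09 ± 0.29 (n = 12) in the soleus and from 4.34 ± 0.16 (n = 12) to 6.17 ± 0.55 (n = 12) in the diaphragm. Its adjusted p was 6.0e-25, 1.1e-24, 5.4e-21 and 4.2e-15, and in each muscle every library of 27 months lay above the mean of 6 months. Musk rose by 3.82, 3.25, 1.73 and 0.84 and Ncam1 by 3.56, 2.78, 1.81 and 0.73 in the same order. Among the atrophy genes, the ubiquitin ligase Trim63 was not called at 27 months in any muscle (0.48, 0.49, 0.31 and 0.38), but was called in the tibialis anterior (0.72) and gastrocnemius (0.67) at 24 months. At 27 months it was called in the gastrocnemius with sample quality weights and in both of these muscles with total-count scaling. Fbxo32 was not called in any muscle (-0.24, 0.11, -0.13 and -0.13), and its sign changed with the scaling in the tibialis anterior and soleus. Hdac4 rose by 2.64, 1.98, 2.25 and 1.00, Mt1a by 5.58, 4.26, 3.91 and 2.39 and Mt2A by 3.98, 3.04, 3.03 and 1.40. Mt2A in the diaphragm had no trend over the ages and did not pass a Bonferroni adjustment.

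**Figure D3:**
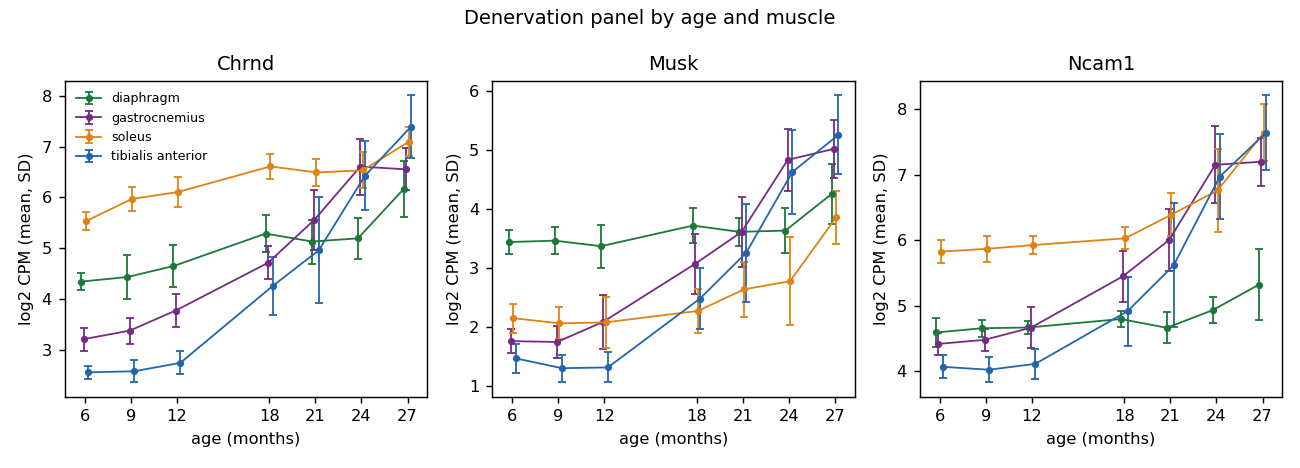
Mean log2 CPM (y axis) of Chrnd, Musk and Ncam1 at each age in months (x axis) in the 4 muscles, with bars of 1 SD over the 9 to 13 libraries of a group. All 3 genes are higher at 27 than at 6 months in each muscle, with the largest rise of Chrnd, from 2.56 to 7.39, in the tibialis anterior.

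Genes of transcriptional regulators were followed in the same way. Runx1 rose by 5.10 in the tibialis anterior (adjusted p = 7.5e-27), 3.70 in the gastrocnemius (adjusted p = 2.8e-22), 2.84 in the soleus (adjusted p = 4.4e-16) and 1.77 in the diaphragm (adjusted p = 4.9e-08). Runx3 rose by 1.13, 1.13, 0.93 and 0.29 in the same order from low levels, and its calls in the tibialis anterior and gastrocnemius did not pass a Bonferroni adjustment. Ikzf1 changed by 1.36, 0.87, 0.79 and 0.45, Bcl3 by 1.28, 1.14, 1.25 and 0.11, and Cebpa by 1.44 in the tibialis anterior, 0.54 in the gastrocnemius and -0.23 in the diaphragm. Stat3 was called in the tibialis anterior (0.86) and not in the gastrocnemius (0.58), soleus (0.36) or diaphragm (0.27), and in the gastrocnemius it was called with sample quality weights (0.62), with the 9 lowest-numbered replicates, and with 2 of the versions added later. Esrra fell late in the tibialis anterior (-0.64), gastrocnemius (-0.79) and soleus (-0.82) and not in the diaphragm (-0.14). In the tibialis anterior it was not past 1.5-fold with edgeR or DESeq2 (both -0.58), and with total-count scaling its fall was not called in the gastrocnemius (-0.51) or the tibialis anterior (-0.31). Nfyb was called in the tibialis anterior only (-0.72), where it fell from 4.46 ± 0.07 (SD, n = 12) to 3.75 ± 0.21 (SD, n = 12) log2 CPM, and with total-count scaling its fall was not past 1.5-fold (-0.38). Myh4 rose by 3.08 in the soleus, fell in the gastrocnemius (-1.27) and went from 16.2 ± 0.11 to 14.7 ± 0.73 log2 CPM (SD, n = 12 each) in the tibialis anterior. In the diaphragm its rise of 1.37 did not pass with edgeR (0.91, adjusted p = 0.0774). Myh7 changed by -1.07 in the tibialis anterior, a fall that did not pass with edgeR (-0.59, adjusted p = 0.0621) or DESeq2 (adjusted p = 0.0502), and by -0.58, -0.32 and 0.29 in the soleus, gastrocnemius and diaphragm, with no call there, although the soleus fall was past 1.5-fold with RLE size factors (-0.59). By the interaction test the change of Esrra differed between the diaphragm and both the gastrocnemius (-0.71, adjusted p = 6.1e-05) and the soleus (-0.74, adjusted p = 8.7e-05), but by less than 1.5-fold between the diaphragm and the tibialis anterior (-0.56, adjusted p = 0.00109). Nfyb differed between the tibialis anterior and both the diaphragm (-0.73, adjusted p = 3.8e-11) and the soleus (-0.85, adjusted p = 9.9e-14), while Stat3 differed by less than 1.5-fold in every pair. The change of Cebpa and of Bcl3 differed between the diaphragm and each limb muscle, and that of Runx3 in no pair. Myh4 differed in every pair except the gastrocnemius and tibialis anterior (adjusted p = 0.862), and Myh7 between the diaphragm and tibialis anterior only (adjusted p = 0.00112).

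To ask how far the muscles age alike, the age-related genes of the 4 muscles were set side by side. Of 4605 genes that were age-related in any muscle, 2422 or 52.6% (95% binomial interval 51.1 to 54.0) were age-related in the same direction in 2 or more muscles, where 14.0% (SD 0.398) was expected from 10000 random draws of lists of the same sizes. Genes are not independent, so the interval covers counting error alone. The random lists hold no effect of an animal or collection day shared between muscles, which could also raise the share. A 2-fold threshold moved this share most, to 46.9%. There were 691 genes shared by exactly 3 muscles and 200 by all 4, of which 155 rose and 45 fell. In some pair of muscles 142 genes (3.08%) were age-related in opposite directions, and genes of this kind that were age-related in 3 or 4 muscles are also among the shared ones. The gastrocnemius and tibialis anterior shared 1936 genes, or 69.8% of the shorter list, with 7 opposite. The diaphragm and gastrocnemius shared 321, or 39.7%, with 80 opposite. The soleus shared 293 with the diaphragm, or 36.3%, with 16 opposite. The tibialis anterior shared 467 with the diaphragm, or 57.8%, with 21 opposite. The gastrocnemius and soleus shared 850, or 55.2%, with 29 opposite, and the soleus and tibialis anterior 938, or 60.9%, with 45 opposite. When the class had to be the same as well as the direction, 1932 genes or 42.0% were shared. Among the genes shared by all 4 with the largest mean absolute change were Klk1c7 (5.83), Chrng (5.07), Tmem158 (4.79) and Slc51a (4.66), all of which rose. In the soleus Slc51a had 1 count over the 12 libraries of 6 months and 558 over those of 27 months, a ratio of 598.7 (95% counting interval 107 to 23690), so its mean change depends on the prior count. Bonferroni adjustment left 110 genes shared by all 4 muscles and a 2-fold threshold 78.

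Whether the change from 6 to 27 months differs between a pair of muscles was tested as an interaction over 12308 genes. Between the diaphragm and the gastrocnemius 2680 genes differed, 1634 of them with the higher change in the gastrocnemius. Between the diaphragm and the tibialis anterior 2531 differed, 1574 with the higher change in the tibialis anterior. The counts were 1401 for the diaphragm and soleus, 1712 for the gastrocnemius and soleus, 1899 for the soleus and tibialis anterior and 903 for the gastrocnemius and tibialis anterior. Of the alternatives run for these counts, none of which changed the fold threshold, Bonferroni adjustment moved them by the most genes, to 1248 for the diaphragm and tibialis anterior, and lowered all 6 counts. The library axis described at the end, as a covariate, gave the largest ratio among them, with 210 for the gastrocnemius and tibialis anterior, and left 1489 for the diaphragm and gastrocnemius. The differences named next are the largest among the called genes with a mean log2 CPM over 0 in the libraries of 6 and 27 months. For each pair with the soleus the gene was Pvalb, which rose by 6.12 in the soleus. It changed by 0.17 in the diaphragm (difference 5.87, SE 0.81, adjusted p = 9.2e-09) and by -0.16 in the gastrocnemius (6.26, SE 0.82, adjusted p = 1.8e-09). In the tibialis anterior it changed by -0.19 (-6.29 from soleus to tibialis anterior, SE 0.82, adjusted p = 6.3e-10). Total-count scaling turned the small changes of Pvalb in the gastrocnemius and tibialis anterior to 0.12 and 0.13. Calml3 fell in the diaphragm (-1.24) and rose by 4.31 in the gastrocnemius (difference 5.48, SE 0.94, adjusted p = 7.3e-07), and its fall in the diaphragm did not pass a Bonferroni adjustment. Emb changed by -0.19 in the diaphragm and 5.70 in the tibialis anterior (difference 5.82, SE 1.05, adjusted p = 2.6e-06). Bmp3 changed by -0.14 in the gastrocnemius and 2.12 in the tibialis anterior (difference 2.27, SE 0.36, adjusted p = 1.9e-06), where the first value changed sign under several alternatives.

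Gene sets were tested to ask which functions the age-related genes hold, in 12 tests with Fisher's exact test at a Bonferroni p under 0.01. Oxidative phosphorylation genes (77 tested in each muscle) were over-represented among falling genes in the gastrocnemius (31 against 6.89 expected, odds ratio 7.04, p = 1.4e-12) and the soleus (17 against 3.98, odds ratio 5.32, p = 3.5e-06), and not in the tibialis anterior (10 against 7.99, p = 1) or the diaphragm (1 against 2.85, p = 1). With total-count scaling neither passed (p = 1 for both). The median change of the set was -0.52 in the gastrocnemius, -0.49 in the soleus, -0.43 in the tibialis anterior and 0.02 in the diaphragm, where the mean was -0.00, and 74, 76 and 74 of the 77 genes were lower in the limb muscles. Interferon response genes were over-represented among rising genes in the gastrocnemius (26 against 9.37, odds ratio 4.00, p = 4.5e-06, median change 0.54), the soleus (16 against 4.86, odds ratio 4.09, p = 2.0e-04, median 0.41) and the tibialis anterior (30 against 10.8, odds ratio 4.32, p = 3.1e-07, median 0.58) and not in the diaphragm (6 against 1.96, p = 0.159, median 0.10). Extracellular matrix genes were over-represented among falling genes in the diaphragm (13 against 1.96, odds ratio 8.67, p = 5.4e-07, median -0.31) and the gastrocnemius (14 against 4.74, odds ratio 3.69, p = 0.00199, median -0.14). In the soleus and tibialis anterior the median of this set was 0.12 and 0.08, above 0 while the test asked for falls, and 5 and 7 genes were falling (p = 1 for both by Fisher's exact test). Differences of the sets between muscles were not tested.

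By camera with a preset correlation, all of these calls held except extracellular matrix genes in the gastrocnemius (p = 0.720), and oxidative phosphorylation genes in the tibialis anterior passed (p = 3.3e-10). The same held with fry (0.801 and 1.8e-08). With an estimated correlation no call held (p from 0.117 to 1). At 27 months, the calls in the direction of the set adjusted over the list alone were 1, 26, 17 and 10 for oxidative phosphorylation (diaphragm first, then gastrocnemius, soleus and tibialis anterior), 3, 27, 18 and 33 for interferon response, and 13, 8, 4 and 4 for extracellular matrix. Over all genes tested they were the same, except for 17 interferon genes in the soleus.

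The spread between libraries of 1 age was summed up in each muscle by its own first component, which held 33.2% of the variance in the gastrocnemius, 28.5% in the tibialis anterior, 18.6% in the diaphragm and 14.6% in the soleus. Across genes, which are not independent replicates, the components of the diaphragm and gastrocnemius were alike (r = 0.89), and those of the soleus and tibialis anterior less so (-0.636, where the sign of a component is arbitrary). The other pairs were not alike (-0.136 for the diaphragm and soleus, -0.0369 for the diaphragm and tibialis anterior, -0.0085 for the gastrocnemius and soleus, -0.159 for the gastrocnemius and tibialis anterior). The library axis is the component of the gastrocnemius, or for the gastrocnemius libraries that of the diaphragm, and for the soleus and tibialis anterior it is not their own leading component. The diaphragm libraries of 27 months scored 11.9 ± 9.96 (SD, n = 12) on the axis taken from the gastrocnemius, those of 6 months -2.53 ± 1.38 (SD, n = 12). From 6 to 27 months the score went from -1.37 ± 1.63 to 3.44 ± 7.55 in the soleus (SD, n = 12 each). In the tibialis anterior it went from -1.70 ± 1.93 to 4.73 ± 10.6 (SD, n = 12 each). In the gastrocnemius, on the axis taken from the diaphragm, it went the other way, from 5.33 ± 16.3 (SD, n = 10) to -5.44 ± 5.58 (SD, n = 11). The mean of 6 months there rests in part on 1 library, which reached 39.6. At 18 months the score was 5.65 ± 16.6 in the diaphragm, where 1 library reached 55.9, 7.76 ± 5.79 in the soleus and 9.99 ± 8.56 in the tibialis anterior (n = 12 each), and 2.92 ± 13.6 in the gastrocnemius (n = 11). Within ages, the score was compared with the share of ribosomal RNA and with the total count in 8 permutation tests. In the diaphragm it followed the ribosomal RNA share (Pearson r = 0.547, permutation p = 1e-05, adjusted p = 2.67e-05; Spearman rho = 0.511, permutation p = 1e-05, adjusted p = 4e-05; n = 83; r = 0.415 without the 2 farthest libraries). In the gastrocnemius r was 0.604 and rho 0.643 (permutation p = 1e-05 and adjusted p = 2.67e-05 for r, n = 73, r = 0.546 without the 2 farthest), and in the tibialis anterior r was 0.429 and rho 0.408 (permutation p = 4e-05 and adjusted p = 8e-05 for r, n = 85, r = 0.429 without the 2 farthest). The value 1e-05 is the smallest these permutations can give. In the soleus r was 0.147 and rho 0.0596 (permutation p = 0.19, adjusted p = 0.212, n = 84, r = 0.0898 without the 2 farthest). With the total count r was 0.494 and rho 0.486 in the gastrocnemius (permutation p = 1e-05, adjusted p = 2.67e-05, r = 0.450 without the 2 farthest), and 0.167 in the diaphragm, 0.174 in the soleus and 0.0804 in the tibialis anterior (adjusted permutation p = 0.176, 0.176 and 0.464, rho 0.0613, 0.208 and 0.0507). The values were centred on each age, and the libraries of a muscle at 1 age were all of 1 number series, except for 1 library at 21 months in the diaphragm, the soleus and the tibialis anterior.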

Values the study reported

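The study gives a mean of about 2000 age-related genes per muscle in rats and says that about 34% of the rat age-related genes were shared by more than 1 muscle type, where a shared gene had to have the same direction and the same kind of trend.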

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

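The interaction tests, the comparisons of relabelled ages and the alternatives named here were set before the data were examined, except for the library axis and the fit without replicate 3. These 2, the use of thinned counts to weigh depth for the differences between muscles, and the tests of single libraries were chosen only after the results were seen.

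The change from 6 to 27 months differed between muscles by the interaction test for 2680 genes between the diaphragm and gastrocnemius, 1401 between the diaphragm and soleus, 2531 between the diaphragm and tibialis anterior, 1712 between the gastrocnemius and soleus, 903 between the gastrocnemius and tibialis anterior and 1899 between the soleus and tibialis anterior. When the ages were relabelled at random within each muscle, 1 of 100 groupings, the real one included, gave as many genes for each pair except the gastrocnemius and tibialis anterior. The counts found for the 3 diaphragm pairs and for the gastrocnemius and soleus were above all relabelled ones (694 at most). This argues against chance as their source. For the soleus and tibialis anterior relabelled counts reached 1779, close to the 1899 found. For the gastrocnemius and tibialis anterior it was 4 of 100, and relabelled counts reached 1417. Since 6 pairs were tested and the share cannot fall below 1 of 100, the rank alone does not firmly exclude chance for any pair. It is excluded least for these 2 pairs. A difference in depth is argued against, since with the counts thinned to a common total the pair that dropped most, the gastrocnemius and tibialis anterior, still gave 812 genes. With the library axis as a covariate the diaphragm still gave 1243 genes with the soleus and 2467 with the tibialis anterior. The soleus and tibialis anterior were scored there on an axis that is not their own leading one. Shuffled scores were not run for these 2 pairs, so the counts do not show whether an axis lies behind them. With the axis the count dropped to 1489 for the diaphragm and gastrocnemius and to 210 for the gastrocnemius and tibialis anterior. Since no shuffled scores were run for these pairs, an effect of the axis and one of the muscle cannot be told apart there. With the axis the count also dropped from 1712 to 1259 for the gastrocnemius and soleus. It rose from 1899 to 2005 for the soleus and tibialis anterior. The running numbers of the gastrocnemius libraries are of a series that holds no other muscle, so in its 3 pairs a batch so marked cannot be told apart from the muscle, beyond a constant shift, which the change within a muscle removes. The ages of all muscles were collected on days of their own, and a biological difference between muscles in their ageing stays open and untested beside these explanations.

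In gastrocnemius groups of 9 or 10 libraries, 93 tests looked for a library that stood apart in a named gene or in its total. Of these, 5 found such a library, where chance gives about 1 in 20 or 4.65. All 5 were for named genes, and they came from 3 libraries. For Cish, replicate 3 of 6 months was low (1.46 against 4.28 or more in the others, gap over range 0.509). For Esrra, replicate 7 of 21 months was low (5.01 against 5.60 to 6.13, gap over range 0.528). Replicate 0 of 21 months was low in Sln (2.95 against 3.84 to 4.65, gap over range 0.525), Klk1c7 (0.83 against 2.53 to 3.82, gap over range 0.568) and Calml3 (-1.16 against 0.34 to 1.70, gap over range 0.525). Library depth and the library axis were weighed as explanations. Of the 3 libraries 1, the replicate with low Esrra, had the lowest total of its group (24.4 M counts). The replicate with 3 low genes lay at an end of the library axis (score -11.4). The replicate with low Esrra lay next to it (-11.0), apart from the other libraries of 21 months, which scored -0.163 or more. The replicate with low Cish was not at an end of its group (-5.04). With so few libraries neither explanation can be told apart from chance, and differences between animals stay open and untested. Without replicate 3 the change of Cish at 27 months was -3.13 and still called, and it was past the threshold in all alternatives run except Bonferroni adjustment, with changes from -3.82 to -2.05.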

How the results depend on the processing

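The versions with total-count scaling, the library axis or clock score as a covariate, and 1 library left out were chosen after seeing the data, and the others before the data were examined. Where a version has fewer libraries, fewer counts or a stricter limit, that construction accounts for lower counts. For the other changes below the cause was not tested. A count is taken as changed when it moved by more than 1.5 times, and a p of a gene set when it crossed 0.01.

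Of the counts of genes called at 1 age, 257 stayed within 1.5 times and 65 did not, most of these at 9 and 12 months. The counts at any age stayed in 50 cases and moved in 3, the age-related counts in 59 and 6, the counts that differed between muscles in 57 and 9, and the trend classes in 449 and 71. The share in 2 or more muscles stayed within its interval in 13 cases and left it in 7, from 46.9% to 56.9%. The gene set results were the same in 190 cases, weaker in 22, stronger in 5 and of the other direction in 14. Changes of named genes kept their direction and call in 1510 cases, lost the call in 31, gained it in 19 and changed sign in 14, none of the last a called gene except Ciart. All 66 values of the genes with the largest difference between muscles stayed past the threshold. The share of higher genes among the calls stayed within its interval in 211 cases and left it in 84.

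Bonferroni adjustment lowered the diaphragm counts from 9 to 27 months to 1, 6, 67, 57, 83 and 538 (any age 576), the gastrocnemius counts from 9 to 24 months to 5, 27, 125, 224 and 1313 (any age 2032), the soleus counts from 9 to 27 months to 0, 5, 94, 95, 245 and 1083 (any age 1175), and the tibialis anterior counts from 12 to 24 months to 6, 188, 202 and 963. For the 0 in the soleus, limma-voom gave 1652 genes at an unadjusted p under 0.05, edgeR 146 and DESeq2 155 at an adjusted p. Differing genes fell to 1484 (diaphragm and gastrocnemius), 552 (diaphragm and soleus), 1248 (diaphragm and tibialis anterior), 661 (gastrocnemius and soleus), 359 (gastrocnemius and tibialis anterior) and 842 (soleus and tibialis anterior), and the shared percent to 49.3. Interferon genes no longer passed by Fisher's exact test in the gastrocnemius (p = 0.0458), soleus (p = 1) and tibialis anterior (p = 0.0153).

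A 2-fold threshold gave 233, 1115, 633 and 1474 age-related genes (diaphragm, gastrocnemius, soleus, then tibialis anterior) and a shared percent of 46.9. Oxidative phosphorylation genes were then fewer than expected among falling genes in the gastrocnemius, soleus and tibialis anterior (Fisher's exact p = 1 each), and interferon genes in the gastrocnemius (Fisher's exact p = 0.0590) and soleus (Fisher's exact p = 1) and extracellular matrix genes in the gastrocnemius (Fisher's exact p = 0.472) did not pass. A BIC limit of 10 gave a shared percent of 51.1, with extracellular matrix genes in the gastrocnemius (Fisher's exact p = 0.0171) and interferon genes in the soleus (Fisher's exact p = 0.0388) short of the limit.

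edgeR gave 38 genes at 9 and 97 at 12 months in the diaphragm (limma-voom 13 and 64), 146 at 9 months in the soleus (15) and 5 in the tibialis anterior (1). DESeq2 gave 45 and 119 in the diaphragm at these ages, 40 at 9 months in the gastrocnemius (17), 155 in the soleus, and 18 at 9 and 48 at 12 months in the tibialis anterior (1 and 23). With both, oxidative phosphorylation genes of the tibialis anterior were fewer than expected among falling genes (Fisher's exact p = 1). With no filter on low counts there were 21 genes at 9 and 459 at 18 months in the diaphragm (main 271) and 130 at 9 months in the soleus.

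Sample quality weights gave 30, 53, 120 and 29 genes at 9 months (diaphragm, gastrocnemius, soleus, then tibialis anterior), 104 and 80 at 12 months in the soleus and tibialis anterior (main 43 and 23), 589 differing genes between the gastrocnemius and tibialis anterior, a shared percent of 54.8 and a Fisher's exact p of 0.0102 for extracellular matrix genes in the gastrocnemius. Thinned counts gave 5 genes at 9 months in the diaphragm, 64 at 12 months in the gastrocnemius, 2 at 9 months in the tibialis anterior, a shared percent of 50.997 and a change of Bmp3 in the gastrocnemius of 0.0467 (main -0.14). The 9 lowest-numbered replicates gave 2 genes at 9 and 42 at 12 months in the diaphragm, 69 at 12 months in the gastrocnemius, 0 at 9 months in the soleus and in the tibialis anterior (with all libraries limma-voom gave 1652 and 1017 at an unadjusted p under 0.05), and 11 at 12 months in the tibialis anterior. Interferon genes in the diaphragm (Fisher's exact p = 3.1e-09) and oxidative phosphorylation genes in the tibialis anterior (Fisher's exact p = 0.00496) then passed. Only the 2 ages compared gave 11, 36 and 22 genes at 9 months (gastrocnemius, soleus, tibialis anterior) and 73 and 49 at 12 months (soleus, tibialis anterior). The replicate number as a block gave 104 genes at 9 months in the soleus and 4 in the tibialis anterior. RLE size factors gave 2 genes at 9 months in the tibialis anterior.

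The block moved none of the counts that differed between muscles beyond 1.5 times (2754, 1471 and 2636 for the diaphragm with the gastrocnemius, soleus and tibialis anterior, 1752 and 934 for the gastrocnemius with the soleus and tibialis anterior, and 2004 for the soleus and tibialis anterior). To see whether libraries of 1 number and age belong together, their deviations from the group means were correlated across genes between muscles. In the same order of pairs r was over 0.1 in 27 of 72, 46 of 83, 60 of 83, 32 of 73, 37 of 73 and 58 of 84 cases, with a mean of 0.0775, 0.128, 0.183, 0.0666, 0.130 and 0.173, and the best match of a library had its number in 14, 36, 41, 17, 19 and 44 cases, where chance gives 6.03 to 6.92. Same-numbered libraries thus deviated alike more often than by chance, but not in every case, and nothing in the labels says that they came from 1 animal. Ages were relabelled in each muscle apart, so an animal shared between muscles was not kept together there.

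Total-count scaling gave 23 genes at 9 months in the soleus and 2 in the tibialis anterior. Oxidative phosphorylation genes were fewer than expected in the gastrocnemius and tibialis anterior and did not pass in the soleus (Fisher's exact p = 1 each), and extracellular matrix genes in the gastrocnemius did not pass (Fisher's exact p = 0.0269). Fbxo32 changed by 0.0229 in the soleus and 0.0804 in the tibialis anterior, Pvalb by 0.12 in the gastrocnemius and 0.13 in the tibialis anterior, and Bmp3 by 0.13 in the gastrocnemius, each below 0 with TMM. These are smaller than the median shift of all genes of 0.28, 0.15 and 0.32 (gastrocnemius, soleus, tibialis anterior) that this scaling brings. Under total-count scaling the share of higher genes also rose at 9 months (70.6% to 90.0%), 12 months (55.2% to 72.5%), 21 months (73.6% to 87.0%) and 24 months (60.6% to 89.5%) in the gastrocnemius and at 24 months in the tibialis anterior (75.5% to 91.0%). Thinning lowered it at 9 months (40% to 25%) and 12 months (65.1% to 48.7%) in the soleus.

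The library axis as a covariate gave 528 age-related genes in the diaphragm (main 808), 76 genes at 9 months in the soleus and 2 in the tibialis anterior, 1489 and 210 differing genes for the gastrocnemius with the diaphragm and with the tibialis anterior, and a shared percent of 56.9. Oxidative phosphorylation genes fell short in the gastrocnemius (Fisher's exact p = 0.0156) and passed in the tibialis anterior (Fisher's exact p = 8.4e-05). In the diaphragm Fbxo32 changed by 0.0149, Nfyb by 0.12 and Bcl3 by -0.0884. The clock score as a covariate gave 25 genes at 9 months, 544 at 27 months and 433 age-related genes in the diaphragm, 33 at 9 months in the soleus, 375 at 18 months in the tibialis anterior (main 641) and a shared percent of 48.6. In the diaphragm oxidative phosphorylation genes were more than expected among falling genes (Fisher's exact p = 1), extracellular matrix genes did not pass (Fisher's exact p = 0.0287), and Fbxo32 changed by 0.15, Nfyb by 0.10, Ciart, a gene of the score, by -0.26 and Emb by 0.76. Bmp3 in the gastrocnemius changed by 0.26. The clock score was not run for differences between muscles.

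Camera with an estimated correlation left no set past the limit among those Fisher's exact test had called, with p = 0.551 for extracellular matrix genes in the diaphragm, 0.552 and 0.117 for oxidative phosphorylation genes in the gastrocnemius and soleus, 0.893 for interferon genes in the gastrocnemius, and 1 for interferon genes in the soleus and tibialis anterior and extracellular matrix genes in the gastrocnemius. With the correlation preset, and with fry, extracellular matrix genes in the gastrocnemius had p = 0.720 and 0.801 and oxidative phosphorylation genes in the tibialis anterior 3.3e-10 and 1.8e-08, where Fisher's exact test gave 1. In all 3 tests the extracellular matrix genes of the soleus and tibialis anterior tended to rise, with p = 1 for a fall, where Fisher's exact test had found more falling genes than expected.

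Without the 12-month libraries, or without diaphragm replicate 11 at 18 or 21 months, soleus replicate 11 at 21 months, tibialis anterior replicate 12 at 21 months or gastrocnemius replicate 3 at 6 months, no count of called or age-related genes recomputed for that muscle moved beyond 1.5 times. Classes with few genes did: without the 12-month libraries the early falling genes were 2 in the diaphragm (main 6) and 6 in the gastrocnemius (main 20), the mid rising genes of the diaphragm 4 (main 1) and the mid falling genes of the gastrocnemius 22 (main 12), and without diaphragm replicate 11 at 21 months the mid rising genes of the diaphragm were 0 (main 1), a count from the trend models, which have no p. The totals of 17.6 M counts or more limit the calls among genes with few counts, and the low counts at 9 months depend on the test used.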

Other observations

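The comparisons of relabelled ages and the tests of depth, number of libraries, number series, scaling, fibre type, immune cells and blood were set before the data were examined. The tests of the library axis, clock genes, liver transcripts, fibre share and the soleus alone, the comparisons of relabelled ages for sharing and gene sets, and the shares by class with 1 logistic class or Bonferroni adjustment, were chosen only after the results were seen.

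When the ages of the libraries were relabelled within a muscle, 1 of 100 groupings, the real one included, gave as many genes at most ages, at any age and as age-related genes in each muscle. The exceptions were 2 of 100 for the diaphragm at 9 months, 3 of 100 for the gastrocnemius at 9 months, and 2 of 100 at 12 months in the gastrocnemius and the tibialis anterior. For these 4, relabelled counts reached 18, 499, 243 and 546 in the order given. With 100 groupings the share cannot fall below 1 of 100, and 24 counts at single ages were compared. The rank alone thus does not firmly exclude chance for any 1 count. Except for these 4 and the tibialis anterior at 9 months, each real count was above all relabelled ones, which argues against chance. In the tibialis anterior at 24 months relabelled counts reached 808, where the real count was 1700. In the tibialis anterior at 9 months 1 gene was set against a relabelled maximum of 0, too small a gap to exclude chance. For the number of shared genes and the 12 gene set tests 1 of 100 groupings also gave a value as extreme, but these comparisons decide nothing, because 95, 95, 93 and 94 of the 99 relabelled groupings had no age-related gene (diaphragm, gastrocnemius, soleus, then tibialis anterior).

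The number of age-related genes differed between muscles, from 808 in the diaphragm to 3141 in the tibialis anterior. Library depth does not account for the order, since with the counts thinned to a common total 0 muscles changed their rank. The number of libraries per group does not account for it either, since with the 9 lowest-numbered replicates of each group 0 muscles changed rank. The day of collection and a biological difference between muscles stay open. A batch of the gastrocnemius libraries, whose running numbers are of a series of their own, stays open for the gastrocnemius count alone. It cannot account for the spread between the diaphragm (808), soleus (1540) and tibialis anterior (3141), which share their number series.

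The 12-month libraries of the diaphragm, soleus and tibialis anterior have running numbers, given in the sample descriptions, of a series apart from their other ages. In limma-voom (no other tool was run), 23, 38 and 29 genes at 12 months departed from the mean of 9 and 18 months in these muscles and 0 in the gastrocnemius, whose 12-month numbers do not stand apart from its other ages, although all its libraries are of a further series. At an unadjusted p under 0.05 the counts were 2806, 3500, 2763 and, in the gastrocnemius, 859. The same test of 21 months against 18 and 24 months gave 0 genes in the diaphragm, 0 in the soleus, 16 in the tibialis anterior and 30 in the gastrocnemius (1731, 1361, 2646 and 2319 at an unadjusted p under 0.05). With at least 23 such genes in each muscle of the series and 0 in the gastrocnemius, a batch marked by the number series may have moved these genes, but day of collection and age are shared by the same libraries and cannot be told apart from it. Leaving out all 12-month libraries moved no count of age-related genes beyond 1.5 times.

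Oxidative phosphorylation genes fell in the limb muscles. A change of scaling cannot decide the matter, since 1 factor per library moves the set and all genes alike, and with RLE size factors the set stayed below the median of all genes by -0.44 in the muscle nearest 0. Relative to the median of all genes the set also lay lower with total-count scaling (-0.24 against 0.32 in the gastrocnemius, -0.34 against 0.16 in the soleus, -0.11 against 0.34 in the tibialis anterior). A shift from slow to fast fibres is argued against as the cause in all limb muscles, since fast fibre genes fell in the tibialis anterior (-0.76, adjusted permutation p = 4.36e-05) and gastrocnemius (-0.74, adjusted permutation p = 4.36e-05). In the soleus fast fibre genes rose by 2.54 (adjusted permutation p = 9.6e-05) while slow fibre genes fell by 0.42 (adjusted permutation p = 4.36e-05), and there such a shift may contribute. Slow fibre genes changed by 0.18, -0.13 and -0.46 in the diaphragm, gastrocnemius and tibialis anterior, and fast fibre genes by 0.16 in the diaphragm. In the diaphragm the set did not change (-0.00).

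Interferon response genes rose by 0.55 in the gastrocnemius, 0.41 in the soleus and 0.64 in the tibialis anterior, and by 0.13 in the diaphragm (adjusted permutation p = 0.194). Macrophage markers rose by 0.94, 0.55 and 1.41 in the limb muscles in that order and by 0.37 in the diaphragm, with 11 of 11 libraries of 27 months above the mean of 6 months in the gastrocnemius and 12 of 12 in the other muscles. T cell markers rose by 1.11, 1.05 and 1.38 and by 0.80, although 0 of the 6 listed T cell genes exceeded 1 CPM at 6 months in the gastrocnemius. The T cell score rests on 3 genes in each limb muscle and on 5 in the diaphragm. No score was made from the 3 B cell genes found. The smallest difference between the macrophage and interferon rises was 0.14, and more infiltrating immune cells could therefore account for the interferon rise. All 8 macrophage markers were above 1 CPM at 6 months in the gastrocnemius, so a higher expression per cell stays open too. Blood left in the tissue is argued against, since the largest rise of red cell markers in the limb muscles was 0.15 (adjusted permutation p = 0.26), with 0.13, 0.00 and 0.10 in the diaphragm, gastrocnemius and soleus. A lower share of muscle fibre RNA is argued against, since Schwann cell markers fell in the gastrocnemius (-0.48, adjusted permutation p = 0.0236), while adipocyte markers rose by 1.22 there, 1.37 in the soleus and 1.88 in the tibialis anterior and by 0.01 in the diaphragm. Schwann cell markers changed by -0.15, -0.08 and 0.11 in the diaphragm, soleus and tibialis anterior. Extracellular matrix genes changed by -0.41, -0.06, 0.09 and 0.26 (diaphragm, gastrocnemius, soleus, tibialis anterior), where the test for the tibialis anterior gave an adjusted permutation p of 0.0183.

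Libraries of 1 age spread along the library axis. The most negative loadings of the gastrocnemius component were those of Cep290 (-0.061), Xirp2 (-0.056) and Esf1 (-0.053). A higher score on it thus goes with lower levels of these genes. Genes at the other end are not named here. Across genes, which are not independent replicates, the components of the diaphragm and gastrocnemius had r = 0.89, while r was -0.136 for the diaphragm and soleus, -0.0369 for the diaphragm and tibialis anterior, -0.0085 for the gastrocnemius and soleus, -0.159 for the gastrocnemius and tibialis anterior and -0.636 for the soleus and tibialis anterior, the sign being arbitrary. The soleus and tibialis anterior were thus scored on an axis that is not their own leading one. Depth is argued against as the cause in the diaphragm, where its r with the score was 0.167, but it goes with the score in the gastrocnemius (r = 0.494) and may contribute there. Ribosomal RNA left in the library goes with the score (r = 0.547 in the diaphragm), and a difference in the handling or integrity of RNA may lie behind both, but integrity was not analysed here. Across genes the change at 27 months in the diaphragm had r = 0.513 with the axis. The changes at 18 months had 0.499, 0.469 and 0.525 in the diaphragm, soleus and tibialis anterior. The diaphragm value at 18 months includes the library with a score of 55.9. At 27 months r was 0.126 in the soleus and 0.109 in the tibialis anterior, and at the other ages it ran from -0.183 to 0.265 in these 3 muscles. In the gastrocnemius it was below 0 at every age, with -0.120, -0.418, -0.121, -0.101, -0.320 and -0.216 from 9 to 27 months. With the score as a covariate 304 of the 393 rises of the diaphragm stayed called, within the range of 291 to 353 for scores shuffled within ages, and the axis is thus argued against as the cause of the rises. Of the 512 falls 177 stayed called, below the 229 to 494 of shuffled scores, so the axis may contribute to the falls. Of all 905 calls 481 or 53.2% were called in the same direction with the score as a covariate. In the gastrocnemius 1512 rises stayed called (shuffled 1659 to 1754) and 722 falls (shuffled 879 to 914). Both were below the shuffled range, so the axis may contribute to the rises and the falls there. The soleus kept 1005 rises (992 to 1083) and 628 falls (581 to 673), and the tibialis anterior 1958 rises (1855 to 1992) and 1067 falls (1036 to 1207). Every shuffled range, also for the clock score below, rests on 20 shuffles.

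Clock genes changed with age. A score of Per1, Per2, Per3, Dbp, Tef and Ciart minus Arntl, Npas2 and Clock, each scaled to its SD, went from -1.98 to 3.06 in the diaphragm, -1.87 to 2.03 in the gastrocnemius, -1.93 to 2.67 in the soleus and up to 2.99 in the tibialis anterior. The unsigned mean of the clock list changed by 0.41, -0.12, 0.06 and -0.03. With the signed score as a covariate 303 of 905 calls of the diaphragm held in the same direction, 206 rises (shuffled 186 to 275) and 97 falls (shuffled 319 to 445). In the gastrocnemius 1610 rises (1371 to 1665) and 806 falls (699 to 878) held, in the soleus 857 rises (573 to 845) and 473 falls (398 to 588), and in the tibialis anterior 1483 rises (1401 to 1838) and 782 falls (827 to 1177). Only the falls of the diaphragm and tibialis anterior were below the shuffled range, and the rises of the soleus were above it. A different hour or day of collection at each age could move these genes, and so could ageing of the clock. The study states that tissues were collected from morning to early afternoon, which limits a difference in hour but not in day. Since each age was collected on a day of its own, collection and ageing of the clock cannot be told apart.

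Liver transcripts varied together. In the soleus 22 of the 23 listed genes beside Alb followed it within ages (r over 0.5), against 1.49% of other genes, in the tibialis anterior 22, in the diaphragm 17 and in the gastrocnemius 18. The list was drawn up after these genes were seen, so this decides nothing. Alb reached 2144 CPM in 1 soleus library (median 5.19), 306 in the tibialis anterior, 224 in the diaphragm and 106 in the gastrocnemius, and the list took at most 0.341% of the counts of a library. RNA carried over from liver is a candidate source, as is expression in cells of the muscle. The mean of the list changed by 0.23, 1.07, -3.09 and 1.76 (diaphragm, gastrocnemius, soleus, tibialis anterior), and 10 of its genes were among the 27-month calls of the soleus, 9 lower and 1 higher.

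The share of age-related genes found in 2 or more muscles with the same direction and trend class was 42.0%, or 43.3% when all logistic classes were taken as 1, and with the same direction alone 52.6%. The study gives a lower share and asks for direction and class alike, with linear and logistic as its classes, so the second of these values is the nearest one to set beside it. Its methods name a Bonferroni adjustment where Benjamini-Hochberg was used here. With Bonferroni adjustment the share with the same direction and class was 37.8%, or 39.4% with 1 logistic class.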
